A study of Mus musculus with 22 samples.

How the data were processed

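The series holds 22 samples from mouse embryos, of which 15 are RNA-seq libraries of the inner ear at embryonic day 11.5 in 4 groups. The Smoecko line has 4 mutant and 4 control libraries, and the ShhP1 line has 4 mutant and 3 control libraries. The other 7 samples are 5 ATAC-seq libraries of the inner ear at day 11.5, 1 Gli2 ChIP-seq library of the head at day 10.5 and 1 input library, and they were not analysed here. Groups and library numbers were taken from the sample titles. Per the labels' protocols, total RNA was extracted with the RNeasy Mini kit and libraries were made with the NEBNext Ultra RNA kit.

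The authors deposited a table of genes for each line, 18511 genes for Smoecko and 16530 for ShhP1, each row with a gene symbol and a RefSeq transcript identifier. Each table holds raw read counts per gene and library, deposited by the authors as whole numbers without normalization. Every gene in each deposited table has at least 1 count in at least 1 library. Each table also holds normalized log2 values per library, which the authors made by a method that is not stated; within a table these columns share 1 maximum and nearly the same distribution. Per the file headers, the tables further give the authors' own comparison of mutants with controls as a log2 average, a log2 ratio, a p-value and a false discovery rate per gene. The labels and headers state no aligner, counting tool, strand setting, genome build or annotation version, so no coordinates are given and overlapping or antisense genes cannot be set apart. The symbol or the transcript identifier of 18409 genes in the Smoecko table and 16477 in the ShhP1 table matched the RefSeq annotation of GRCm38.p6, which was used only for names. Some gene symbols had been changed to dates, 25 in the Smoecko table and 24 in the ShhP1 table, and these were replaced by the RefSeq symbol of the transcript identifier in the same row. The columns matched 15 samples by name, with 0 columns of per-sample values left over.

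Library totals ranged from 6423677 counts (Smoecko mutant 1) to 37800719 counts (Smoecko mutant 4). A gene with 3 counts, taken here as the smallest detectable number, corresponds to 0.467 CPM (counts scaled to a common library size) in the shallowest library and to 0.0794 CPM in the deepest. These floors cover counting error only, since the labels mention no molecular identifiers. Replicates were compared pairwise by a chi-square statistic per gene over genes with at least 20 counts in the pair. It lay between 4.46 and 23.6 per gene, so no pair of libraries agreed within sampling noise and each library was counted as 1 replicate.

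Mutants were compared with the sibling controls of the same line by edgeR's quasi-likelihood test (edgeR 4.0.16, glmQLFit and glmQLFTest, R 4.3.3) on the counts as deposited. The scaling was TMM, genes were filtered with filterByExpr, the model held the group alone, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The 2 lines come from separate tables and were fitted separately. CPM values are scaled by TMM within a line, so levels set side by side across lines are not on 1 scale. Log2 CPM used a prior count of 2. The standard error (SE) of a log2 fold change is its absolute value divided by the square root of the F statistic. A fold change against a group with no library above 3 counts is a lower bound computed against that floor.

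Genes changed in both lines were counted over the genes tested in both fits, with Fisher's exact test across genes as a description. A panel of 29 genes of the Hedgehog pathway, of ventral and dorsal otic identity, of otic neurogenesis and of the periotic mesenchyme was chosen before the data were examined, as were the tests, the naming rule and most alternatives. Named genes are the panel; for each line, the 5 largest increases and the 5 largest decreases among genes with adjusted p under 0.05, a mean log2 CPM of at least 0 and no overlap between mutant and control libraries; and the 10 genes lower in Smoecko and higher in ShhP1 mutants with the largest smaller change of the pair. Some genes of the panel are not reported here singly and enter only its counts. Genes named outside this rule are marked in the text as chosen after their values were seen.

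The alternatives chosen beforehand were DESeq2 1.42.0, RLE scaling, library totals alone, no filter, a mean of at least 1 CPM, the library number as a block, limma voom (limma 3.58.1) with sample quality weights, a fit of all 4 groups together, leaving out each library in turn, an adjusted p under 0.01 and an absolute log2 fold change of at least 1. Added after the data were seen were a sex covariate, libraries of a single sex, counts thinned to the smallest library of a line, edgeR's exact test and limma on the authors' normalized log2 values. Same-numbered libraries of mutants and controls are paired only by the numbers in the titles, and the labels do not say that they are litter mates. The tests were tested on simulated counts with the means, dispersions and library sizes of these data and 200 genes changed by a log2 fold change of 1 in either direction. The quasi-likelihood test recovered 84% of them among 13637 genes at the Smoecko design and 82% among 13200 genes at the ShhP1 design, and 4% and 6.29% of its calls were unchanged genes. In the same simulations, unchanged genes made up 13.2% and 18.3% of the calls of DESeq2, 10.8% and 16.4% of those of edgeR's exact test, and 5.06% and 4.82% of those of voom with quality weights. These shares hold for the simulated number and size of changes. They are not estimates for the real data, where many more genes were called. Computations outside R used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.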

Results

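Gene expression was measured by RNA-seq in inner ears of mouse embryos at E11.5 (embryonic day) from 2 lines. In the Smoecko line, mutants carried an allele that expresses Cre recombinase, with 1 loxP-flanked and 1 null allele of Smo, the membrane protein that passes on the Hedgehog signal. Sibling controls carried the Cre allele with 1 loxP-flanked and 1 wild-type Smo allele. In the ShhP1 line, mutants were labelled +/+ and sibling controls -/- for ShhP1. The Smoecko line had 4 mutant and 4 control libraries, and the ShhP1 line 4 mutant and 3 control libraries. The comparisons ask which genes of the inner ear respond when signalling through Smo is removed, which respond in ShhP1 mutants, and which respond to both in opposite directions.

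Depth was uneven in the Smoecko line and even in the ShhP1 line. Smoecko mutants 1 to 4 had 6423677, 11493895, 9986398 and 37800719 counts, and Smoecko controls 1 to 4 had 10262264, 12658197, 17255199 and 10441840. ShhP1 mutants had between 16414187 and 20079168 counts and ShhP1 controls between 16535310 and 21120713. The 10 genes with the most counts took between 3.24% and 3.72% of the counts of each Smoecko library and between 3.26% and 3.45% in the ShhP1 line. After filtering, 13637 genes were tested in Smoecko and 13200 in ShhP1. The common biological coefficient of variation was 0.14 in Smoecko and 0.12 in ShhP1. The first principal component of log2 CPM held 47.5% of the variance in Smoecko and 63.2% in ShhP1, and in each line it placed all mutants on one side and all controls on the other.

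The targeted gene was examined first. Smo (NM_176996) was at 8.76, 17.8, 21.7 and 29.6 CPM in Smoecko mutants 1 to 4, and at 296, 294, 95.7 and 274 CPM in controls 1 to 4. The lowest control, control 3, was therefore above every mutant but at 0.333 times the mean of the other controls. Group means were 19.5 ± 8.68 CPM (SD, n = 4) in mutants and 239.7 ± 96.5 CPM (SD, n = 4) in controls, a log2 fold change of -3.54 with SE 0.40 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000496). In the ShhP1 line Smo did not differ detectably, with 327.7 ± 14.8 CPM in mutants (SD, n = 4) and 334.5 ± 5.35 CPM in controls (SD, n = 3; edgeR adjusted p = 0.709). Shh (NM_009170) was at 330.5 ± 23.9 CPM in ShhP1 mutants (SD, n = 4) and at 0.614 ± 0.289 CPM in their controls (SD, n = 3). Its log2 fold change of 9.11 with SE 0.16 was the largest increase among named genes of that line (edgeR adjusted p = 1.23e-08). Smoecko libraries held between 0 and 6 counts of Shh and the gene did not pass the filter there. In both lines the levels of the labelled gene separated the libraries as labelled.

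Genes of the Hedgehog pathway moved in opposite directions in the lines. Gli1 (NM_010296) fell from 66.0 ± 14.2 CPM in Smoecko controls to 9.33 ± 4.24 CPM in mutants (SD, n = 4 each), a log2 fold change of -2.75 with SE 0.29 (edgeR adjusted p = 0.000331). In ShhP1 it rose from 71.7 ± 3.995 CPM in controls (SD, n = 3) to 174 ± 10.03 CPM in mutants (SD, n = 4), a log2 fold change of 1.28 with SE 0.06 (edgeR adjusted p = 3.83e-06). Ptch1 changed by -1.60 with SE 0.08 in Smoecko and by 1.73 with SE 0.06 in ShhP1 on the log2 scale (edgeR adjusted p = 2.15e-06 and 9.98e-07). Hhip changed by -3.37 and 1.71, both with edgeR adjusted p of 0.00083 or less. The transcription factor genes Gli2 and Gli3 moved less. Gli2 was lower in ShhP1 mutants, by a log2 fold change of -0.66 with SE 0.06 (edgeR adjusted p = 0.000152), and not detectably changed in Smoecko (adjusted p = 0.584). Gli3 was at the threshold in Smoecko, with a log2 fold change of -0.38 and an edgeR adjusted p of 0.0499, and lost its call in 7 of the 8 fits that each left out 1 library.

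**Figure D1:**
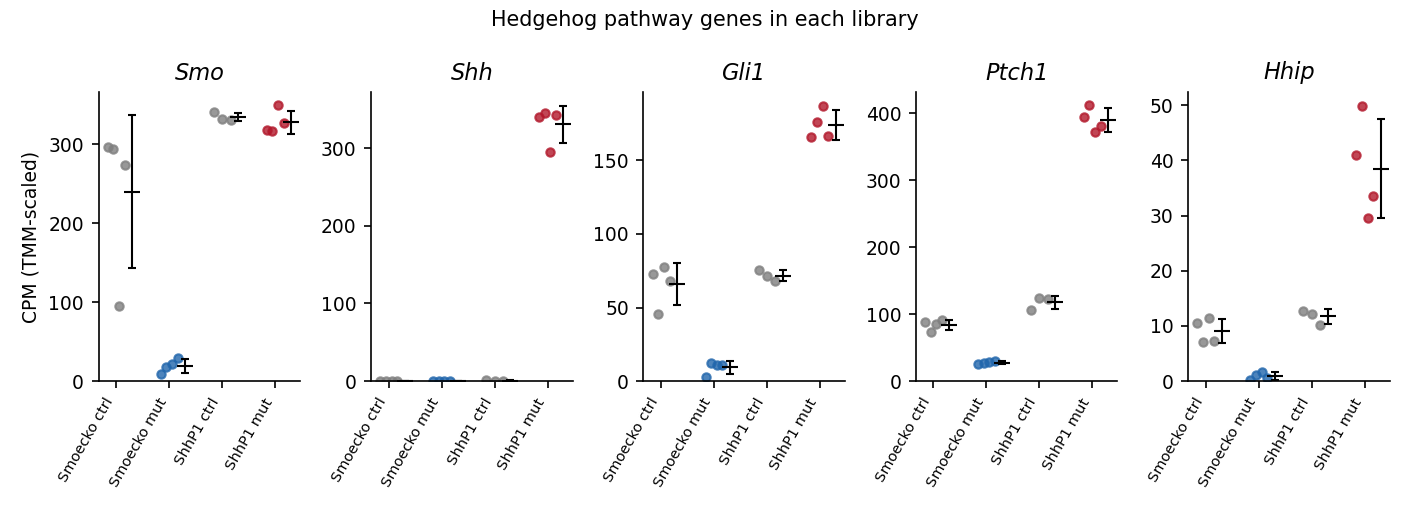
CPM on a linear axis starting at 0 for Smo, Shh, Gli1, Ptch1 and Hhip; each point is 1 library, and the black bar beside it gives the mean and SD of the group (4 Smoecko controls, 4 Smoecko mutants, 3 ShhP1 controls, 4 ShhP1 mutants). Smo of Smoecko control 3 lies at 95.7 CPM, Shh is high only in the ShhP1 mutants, and Gli1, Ptch1 and Hhip lie below the controls in every Smoecko mutant and above them in every ShhP1 mutant.

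Across all tested genes, 1575 had an adjusted p under 0.05 in Smoecko (edgeR's quasi-likelihood test, Benjamini-Hochberg), 732 higher and 843 lower in mutants, or 11.55% of the tested genes. Their median absolute log2 fold change was 0.64, and 260 rose and 233 fell by a log2 fold change of at least 1. Among the alternatives tried, that minimum moved the count most, to 493. Of the 1575 genes, 1438 had no overlap between mutant and control libraries; chance alone gives such separation in 2.86% of genes, and 2462 of the 13637 tested genes had it. In ShhP1, 2330 genes passed by the same test, 1355 higher and 975 lower in mutants, or 17.7% of the tested genes. Their median absolute log2 fold change was 0.75, and 650 rose and 287 fell by at least 1. The same minimum moved this count most, to 937. Of these 2330 genes, 2276 had no overlap between mutants and controls, which chance gives in 5.71% of genes, and 3718 of the 13200 tested genes had it. Scores of marker genes of mesenchyme were higher in mutants of both lines, and those of endothelium and blood in ShhP1 mutants, as given below. How many calls of either line reflect tissue content was not tested.

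The authors' deposited tables list 1661 genes with a false discovery rate under 0.05 in Smoecko, 865 higher and 796 lower, and 2417 in ShhP1, 1488 higher and 929 lower. Of the genes in the authors' deposited tables at that rate, 1291 in Smoecko and 2045 in ShhP1 were also called in the same direction by the quasi-likelihood test. The log2 ratios of the authors' deposited tables and the log2 fold changes computed here correlated across tested genes with Pearson's r of 0.999 in Smoecko and 0.996 in ShhP1; genes are not independent replicates.

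Sex-linked transcripts divided the libraries in a way the groups do not explain. Smoecko mutants 1 and 3 and controls 1, 2 and 4 expressed the Y-linked gene Ddx3y at 37.6 CPM or more and Xist at 1.38 CPM or less. The other 3 Smoecko libraries had Xist at 498.9 CPM or more and Ddx3y at 0.027 CPM or less. In the ShhP1 line, mutants 1 and 2 expressed Ddx3y at 54.4 CPM or more, while mutants 3 and 4 and all 3 controls had Xist at 1002 CPM or more. Within libraries without Y-linked expression, the ShhP1 comparison (2 mutants, 3 controls) gave 1672 genes with adjusted p under 0.05 by the same edgeR test, of which 1496 were among the 2330. Within libraries with Y-linked expression, the Smoecko comparison (2 mutants, 3 controls) gave 711 genes, of which 579 were among the 1575. The ShhP1 libraries with Y-linked expression were all mutants, and the Smoecko libraries without it included 1 control, so those strata could not be tested. The authors' deposited table for ShhP1 lists Ddx3y with a log2 ratio of 7.51 and a false discovery rate of 1.44e-05; here Ddx3y did not pass the filter in that line.

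Of the 29 panel genes, 28 were tested in Smoecko and 29 in ShhP1. With adjustment over all tested genes, 17 passed in Smoecko (3 higher, 14 lower) and 19 in ShhP1 (10 higher, 9 lower) by edgeR's test; with adjustment over the panel alone, 20 and 21 passed. Under the alternatives, between 32 and 40 panel results passed over all genes, against 36 for both lines together. Whether the change of a gene differed between the lines was not tested. Among genes of the ventral and cochlear part of the otic epithelium, Otx2 fell from 41.6 ± 3.89 CPM in Smoecko controls to 1.01 ± 0.526 CPM in mutants (SD, n = 4 each), a log2 fold change of -5.37 with SE 0.21 (edgeR adjusted p = 4.95e-07). Otx2 was not detectably changed in ShhP1, with 53.3 ± 10.7 CPM in controls (SD, n = 3) and 51.8 ± 9.02 CPM in mutants (SD, n = 4; edgeR adjusted p = 0.905). Pax2, Gata3, Emx2 and Sox2 were lower in Smoecko mutants, by log2 fold changes of -1.89, -1.38, -2.75 and -0.86 (edgeR adjusted p of 0.0123 or less), and Sox2 lost its call in libraries of a single sex. In ShhP1, Pax2, Emx2 and Sox2 did not pass over all genes, Lfng was higher by 0.85 with SE 0.15, and Otx1 and Gata3 were lower by -0.53 and -0.19 on the log2 scale. The Gata3 call in ShhP1 was lost in 3 of the 7 fits that each left out 1 library, and the Gata3 and Lfng calls were lost with all 4 groups in 1 fit.

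Among genes of the dorsal and vestibular part, Hmx2 and Hmx3 had the largest changes in ShhP1. Hmx2 fell from 70.4 ± 12.8 CPM in controls (SD, n = 3) to 1.51 ± 0.434 CPM in mutants (SD, n = 4), a log2 fold change of -5.55 with SE 0.20 (edgeR adjusted p = 6.61e-07). Hmx3 fell from 77.5 ± 5.01 to 3.62 ± 0.899 CPM in the same groups, a log2 fold change of -4.42 with SE 0.15 (edgeR adjusted p = 5.68e-07). Dlx5, Dlx6 and Bmp4 were lower in ShhP1 mutants by log2 fold changes of -1.47, -1.66 and -0.60 (edgeR adjusted p of 0.0023 or less). In Smoecko mutants, Bmp4 was higher by 0.75 with SE 0.12 (edgeR adjusted p = 0.00432) and Hmx2 by 0.67 with SE 0.16 (edgeR adjusted p = 0.0273), the latter without a call in 5 of the 8 fits that left out 1 library. Gbx2 was lower in Smoecko by -1.34 with SE 0.22 (edgeR adjusted p = 0.00418) and not detectably changed in ShhP1 (adjusted p = 0.788).

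The neurogenic genes Neurog1 and Neurod1 did not pass in either line over all genes, with edgeR adjusted p between 0.0899 and 0.767. Isl1 fell by 1.34 on the log2 scale with SE 0.15 in Smoecko (edgeR adjusted p = 0.000559) and rose by 0.38 with SE 0.10 in ShhP1 (edgeR adjusted p = 0.0309), where 5 of the 7 fits without 1 library, the fit with a sex covariate and the fit of a single sex lost the call. Among periotic genes, Pou3f4 was higher in mutants of both lines, by log2 fold changes of 1.42 and 1.80 (edgeR adjusted p = 0.0465 and 0.0398), and lost its call in 6 fits without 1 library in each line. Tbx18 rose by 2.88 with SE 0.35 in ShhP1 (edgeR adjusted p = 0.000703), whereas Tbx1 had a log2 fold change of -1.56 there with SE 0.17 (edgeR adjusted p = 0.00044).

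The 5 largest decreases in Smoecko mutants were Ppp2r2c, Rorb, Otx2, Slc36a2 and Fam69c, with log2 fold changes from -7.78 to -4.57. Ppp2r2c (NM_172994) went from 18.4 ± 2.38 CPM in controls to 0.0516 ± 0.0597 CPM in mutants (SD, n = 4 each), where libraries held between 0 and 4 counts (log2 fold change SE 0.32, edgeR adjusted p = 5.11e-07). Mutant libraries held between 2 and 10 counts of Slc36a2 and between 1 and 7 of Fam69c. Mutant means of Ppp2r2c, Slc36a2 and Fam69c lay below 0.467 CPM, the floor of the shallowest library. The sizes and order of these falls are therefore uncertain. The 5 largest increases were Fmo1, Zic4, Abca9, Zic1 and Col8a2, with log2 fold changes from 2.84 to 3.52 and edgeR adjusted p between 0.0113 and 0.0445. Their libraries were dispersed: Zic1 (NM_009573) ranged from 102.7 to 358.7 CPM in mutants and from 2.23 to 61.9 CPM in controls. Zic1 lost its call in 6, Zic4 in 5, Fmo1 in 3 and Abca9 in 1 of the 8 fits that left out 1 library. These 4 genes also lost their calls with a sex covariate and in libraries of a single sex, whereas Col8a2 was called in both. Mutant 4, which had the highest level of each of these 5 genes, is not among the libraries of a single sex. The losses there therefore cannot be credited to sex alone. Without mutant 4, Fmo1, Abca9 and Col8a2 kept their calls. Zic4, Abca9 and Zic1 were also higher in ShhP1 mutants, by log2 fold changes of 2.30, 1.75 and 1.79 (edgeR adjusted p of 0.0484 or less). Fmo1 and Col8a2 were not detectably changed there (edgeR adjusted p = 0.279 and 0.601).

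In ShhP1 the 5 largest decreases were Vit, Hmx2, Pthlh, Fsd2 and Hmx3, with log2 fold changes from -6.26 to -4.42. Vit went from 19.1 ± 11.02 CPM in controls (SD, n = 3) to 0.244 ± 0.113 CPM in mutants (SD, n = 4; edgeR adjusted p = 7.16e-05). The 5 largest increases were Shh, Foxa2, Fam162b, Nkx6-1 and Foxl1, with log2 fold changes from 4.76 to 9.11. Foxa2 (NM_010446) was at 7.20 ± 2.04 CPM in mutants (SD, n = 4), with 97 to 187 counts per library, against 0 to 5 counts in controls (edgeR adjusted p = 0.000203). Nkx6-1 was at 12.2 ± 6.73 CPM in mutants (SD, n = 4) and 0.426 ± 0.186 CPM in controls (SD, n = 3; edgeR adjusted p = 0.000666). Gpr101 and Cbln4, chosen after their values were seen because the minimum mean level left them out, were close to absent in ShhP1 mutants. Gpr101 had 0 counts in all 4 mutants and between 41 and 102 in controls, at least 27.0-fold lower (edgeR adjusted p = 0.000722), and Cbln4 had at most 1 count in mutants and between 81 and 169 in controls, at least 46.9-fold lower (edgeR adjusted p = 2.66e-05).

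Both lines were then compared over the 12491 genes tested in each. Lower in Smoecko mutants and higher in ShhP1 mutants were 190 genes, where independence of the calls would give 72.2; this is 23.9% of the 795 genes lower in Smoecko, with an odds ratio of 3.57 (Fisher's exact test across genes, two-sided p = 2.54e-38, adjusted p = 5.08e-38). Higher in Smoecko and lower in ShhP1 were 92 genes against 54.0 under independence, an odds ratio of 1.89 (Fisher's exact test across genes, p = 3.78e-07, adjusted p = 5.04e-07). Changes in the same direction were about as frequent, 246 genes against 282 in opposite directions. Higher in both were 202 genes against 63.6 under independence, an odds ratio of 4.72 (Fisher's exact test across genes, p = 7.55e-55, adjusted p = 3.02e-54), and lower in both were 44 against 61.4, an odds ratio of 0.686 (Fisher's exact test across genes, p = 0.0161, adjusted p = 0.0161). These p-values describe overlap across genes, which are not independent replicates, and are adjusted by Benjamini-Hochberg over the 4 tests. Within groups, genes were correlated with marker genes of mesenchyme, endothelium and blood, as deviations from the group means. A list of 195 genes higher in both had a median r of 0.74 in Smoecko and 0.75 in ShhP1. A list of 189 genes lower in Smoecko and higher in ShhP1 had medians of -0.02 and -0.39. These medians describe each list and not every gene in it. With an absolute log2 fold change of at least 1 required in both lines, 39 genes were lower in Smoecko and higher in ShhP1, 19 the reverse, 116 higher in both and 5 lower in both. In libraries of a single sex, as above, 92 genes were lower in Smoecko and higher in ShhP1 and 69 changed in the same direction. Over all 12491 genes the log2 fold changes correlated weakly, with Pearson's r of 0.14 and Spearman's rho of 0.10; without Smoecko mutant 4, r was -0.0175.

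**Figure D2:**
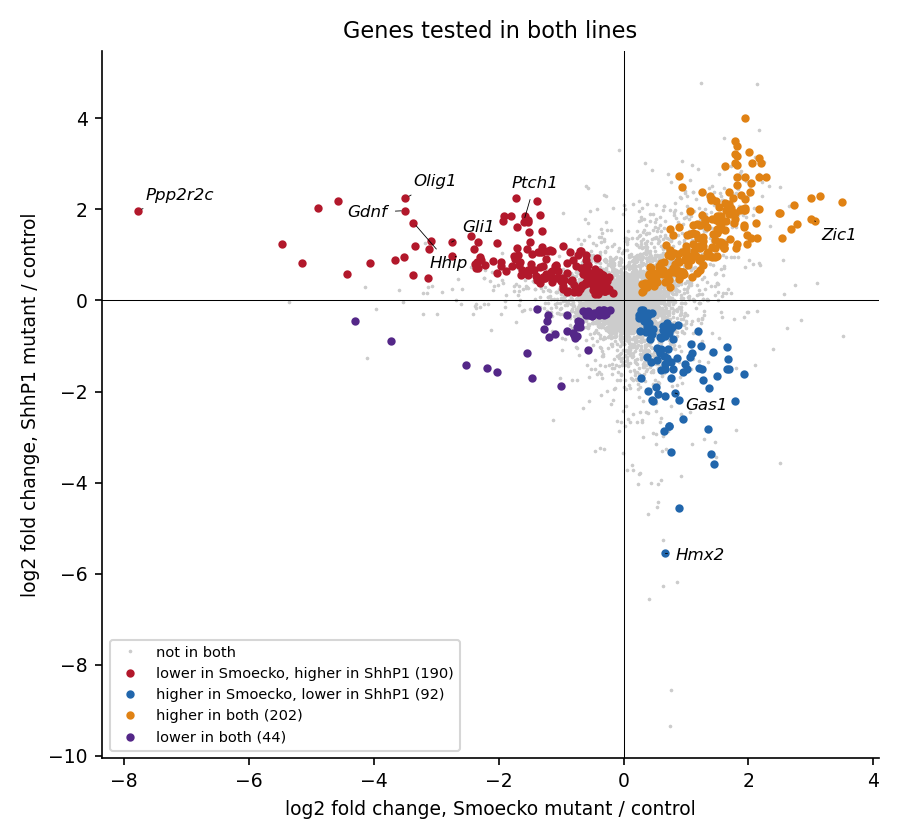
Log2 fold change of mutants over controls in Smoecko (horizontal axis) against ShhP1 (vertical axis); each point is 1 of the 12491 genes tested in both lines, coloured where the adjusted p of edgeR's test is under 0.05 in both. The coloured sets hold 190, 92, 202 and 44 genes in the 4 quadrants; Ppp2r2c, Gdnf, Olig1, Hhip, Gli1 and Ptch1 lie at the upper left, Zic1 at the upper right and Hmx2 and Gas1 at the lower right.

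The 10 genes with the largest change in both lines, lower in Smoecko and higher in ShhP1, were Fam69c, Slc36a2, Ppp2r2c, Gdnf, Olig1, Itih5, Fgf5, Col6a1, Pltp and Hhip. Their log2 fold changes lay between -7.78 and -1.72 in Smoecko and between 1.71 and 2.24 in ShhP1. Gdnf (NM_010275), a neurotrophic factor gene, fell from 12.5 ± 3.62 CPM in Smoecko controls to 1.05 ± 0.323 CPM in mutants (SD, n = 4 each; log2 fold change -3.50, SE 0.30, edgeR adjusted p = 9.96e-05). It rose from 17.4 ± 1.92 CPM in ShhP1 controls (SD, n = 3) to 68.5 ± 6.58 CPM in mutants (SD, n = 4; log2 fold change 1.97, SE 0.10, edgeR adjusted p = 7.47e-06). Ppp2r2c, the largest decrease in Smoecko, rose from 22.2 ± 1.27 CPM in ShhP1 controls (SD, n = 3) to 87.1 ± 8.56 CPM in mutants (SD, n = 4; log2 fold change 1.97, SE 0.09, edgeR adjusted p = 3.6e-06). Of the 10 genes, Fgf5 lost its Smoecko call in libraries of a single sex, and the other 9 were called in both lines under each alternative in which they were tested.

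The Hedgehog co-receptor genes Gas1, Cdon and Boc were chosen after their ShhP1 values were seen. Gas1 fell from 348.9 ± 26.0 CPM in ShhP1 controls (SD, n = 3) to 85.1 ± 6.43 CPM in mutants (SD, n = 4; log2 fold change -2.03, SE 0.07, edgeR adjusted p = 5.68e-07). Cdon fell by 1.70 on the log2 scale with SE 0.09 (edgeR adjusted p = 6.62e-06), and Boc did not change detectably (log2 fold change -0.29, adjusted p = 0.297). In Smoecko mutants Gas1 was higher by 0.83 with SE 0.13 (edgeR adjusted p = 0.00355), Cdon by 0.28 with SE 0.08 (edgeR adjusted p = 0.0429) and Boc by 0.61 with SE 0.19 (edgeR adjusted p = 0.0664).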

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

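The tests in this part were chosen after the results were seen. In 150 groups of 4 libraries (the total count and each named gene that passed the filter), 15 had a library whose gap to its nearest neighbour, divided by the group's range, reached Dixon's critical value for 4 samples at the 0.05 level, where chance gives about 7.5. Gene levels were compared as log2 CPM and are given as CPM.

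Smo in Smoecko control 3 was at 95.7 CPM, with the nearest other control at 273.6 CPM and all mutants at 29.6 CPM or less. A mislabelled sample would have Hedgehog targets as low as the mutants, but 3 of the 3 targets Gli1, Ptch1 and Hhip were above every mutant in this library. Tissue of a mutant embryo mixed into the sample would lower the 5 genes that fall most in mutants, and their median log2 ratio to the other controls was 0.16, against -1.59 for Smo itself. This library came from an embryo without Y-linked expression; among ShhP1 mutants the log2 ratio of Smo in libraries with Xist expression over those without was 0.0887. Scaling did not account for it, since by library totals alone the log2 ratio was -1.59. Other explanations, such as a difference in genotype at Smo, were not tested.

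Smoecko mutant 4 had 37800719 counts, against 11493895 in the next mutant. With all libraries thinned to the smallest total, 1161 of the 1575 Smoecko genes with adjusted p under 0.05 (edgeR, Benjamini-Hochberg) passed again in the same direction, so depth alone is not the source of most calls. The same library stood apart for Zic4, at 32.7 CPM against 12.2 in the nearest mutant, and was lowest for Hmx3, at 80.7 CPM against 144.2, for Isl1, at 18.3 CPM against 29.4, and for Tbx1, at 221.9 CPM against 378.8. Its score of epithelial marker genes was lower than in the other mutants by a log2 difference of -0.57, against a median difference of -0.83 for Hmx3, Isl1 and Tbx1. A lower share of epithelium in this library may therefore account for part of the drop, by the test on all 3 genes together. The 3 genes were chosen because they were low in this library, so the test does not decide the question for each. For Tbx1, listed above among periotic genes, the explanation is not shown. The score of mesenchymal marker genes was highest in this library, at a mean log2 CPM of 7.24 against 6.48 or less in the other mutants. Hmx3 and Tbx1 were higher in the other mutants than in controls, and in this library they were below every control. No biological explanation was tested for it.

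The other libraries that stood apart are given as values, and no technical or biological explanation was tested for them. Among Smoecko mutants, Gli1 in mutant 1 was at 3.07 CPM against 10.7 in the nearest mutant, and Gli2 in mutant 3 at 105.0 CPM against 125.9. Among Smoecko controls, Gdnf in control 2 was at 7.16 CPM against 13.2, Jag1 in control 2 at 153.9 CPM against 193.4, Gli3 in control 4 at 231.9 CPM against 216.5, Isl1 in control 4 at 76.5 CPM against 65.3, and Pou3f4 in control 3 at 2.87 CPM against 9.66. Among ShhP1 mutants, Shh in mutant 3 was at 294.8 CPM against 339.3, and Sox2 in mutant 2 at 200.4 CPM against 180.1.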

How the results depend on the processing

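The sex covariate, the libraries of a single sex, the thinned counts, edgeR's exact test and limma on the authors' log2 values were added after the data were seen. Of 161 values of the 6 main results under an alternative, 133 stayed within 1.5 times the count reported or, for the correlation, within 0.055 (the SD over the fits that each left out 1 library).

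Genes called in Smoecko numbered 2442 with all 4 groups in 1 fit, 711 in libraries of a single sex, 519 at an adjusted p under 0.01 and 493 with an absolute log2 fold change of at least 1, against 1575. Those called in ShhP1 numbered 1247 and 937 under the latter 2 settings, against 2330. The share of Smoecko calls that were higher in mutants was 46.5% as reported, 48.3% with RLE scaling and 53.3% with library totals alone. Which direction held the majority in Smoecko thus depended on the scaling. In ShhP1 the share was 58.2% as reported and 59.0% with library totals alone. The 190 genes lower in Smoecko and higher in ShhP1 became 126 with the sex covariate, 92 in libraries of a single sex, 83 at an adjusted p under 0.01 and 39 with the minimum fold change. The 246 genes changed in the same direction became 389 by DESeq2, 373 in the fit of all groups, 69 in libraries of a single sex, 24 at an adjusted p under 0.01 and 121 with the minimum fold change. The correlation across genes, 0.14, became 0.0043 by voom with quality weights, 0.0653 by limma on the authors' log2 values and 0.0035 in libraries of a single sex. The cause was not tested, except that the stricter thresholds lower counts by construction; in simulated counts DESeq2 called more unchanged genes (13.2% and 18.3% of its calls) than the quasi-likelihood test (4% and 6.29%).

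Across the fits that each left out 1 library, calls ranged from 736 to 1823 in Smoecko and from 1720 to 2487 in ShhP1. Genes lower in Smoecko and higher in ShhP1 ranged from 141 to 220, those changed in the same direction from 88 to 335, the correlation from -0.0175 to 0.2146, and panel calls over both lines from 32 to 39, against 36.

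With the library number as a replicate block, 1358 genes were called in Smoecko and 1585 in ShhP1 (without mutant 4, which has no same-numbered control), 138 were lower in Smoecko and higher in ShhP1, 222 changed in the same direction, the correlation was 0.0856, and 33 panel calls were made. Same-numbered libraries did not deviate together: the mean correlation of their deviations from the group means was -0.0063 over 4 pairs in Smoecko and 0.0334 over 3 pairs in ShhP1.

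For single genes, 1801 values under alternatives were computed for 88 results, and 58 results kept their direction and their side of the threshold in each. Otherwise 77 values lost a call, 22 gained one and 13 changed sign. The sign changes concern 6 results, of which 0 had an adjusted p under 0.05 as reported. Smo in ShhP1 became 0.013 with the sex covariate and 0.016 in libraries of a single sex, Otx2 in ShhP1 became 0.088 by voom, and Neurog1 in Smoecko became 0.115 in libraries of a single sex. Without 1 library, log2 fold changes ranged from -0.038 to 0.233 for Otx1, -0.458 to 0.034 for Neurog1 and -0.053 to 0.270 for Neurod1 in Smoecko, and from -0.197 to 0.077 for Otx2 and -0.039 to 0.348 for Gbx2 in ShhP1. The depth of Smoecko mutant 1 sets the floor of that line at 0.467 CPM, which limits fold changes of genes near absence in mutants.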

Other observations

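The tests of marker genes within groups and of Gas1, Cdon and Boc in Smoecko mutants were set before their results were seen, and the other tests in this part afterwards.

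In each line, 1 of the 35 splits of the libraries into groups of the real sizes, the real split, gave as many genes with an adjusted p under 0.05. The other splits gave at most 1 such gene in Smoecko and 2 in ShhP1, with up to 1635 and 2274 genes at an unadjusted p under 0.05. Restricted to the splits that part every same-numbered pair, it was 1 of 8 in each line, which cannot fall under a share of 0.05; the others part fewer pairs. Of 64 combinations of such splits in both lines, 1 gave as many genes lower in Smoecko and higher in ShhP1, and 1 gave as many genes changed in the same direction, the real combination in each case. Since the other splits gave so few genes in either line, no other combination could give such an overlap, and this count says nothing about the overlap beyond the calls of each line.

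The sex of the embryos was not balanced. With a sex covariate, 1789 of the 2330 ShhP1 calls and 1131 of the 1575 Smoecko calls were also calls in the same direction, so by this fit sex alone is not the source of most of them. Libraries of a single sex, 2 mutants and 3 controls in each line, kept 1496 of the ShhP1 calls but only 579 of the Smoecko calls. That loss cannot be divided between sex and the smaller number of libraries, so for Smoecko the conclusion rests on the covariate. In the ShhP1 line the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were expressed in mutants 1 and 2 alone. Mutants 3 and 4 had Ddx3y at 0.053 and 0.103 CPM, against 0.047 to 0.181 CPM in controls. These values argue against genotype as the source of the rise of these genes in the authors' deposited table. For other ShhP1 genes that differ between sexes, genotype could be compared only within libraries without Y-linked expression, since all 3 controls lack it.

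More genes were higher in both mutants than independence gives, although the lines were set up as opposite changes. A score of 10 mesenchymal marker genes was higher in mutants of both lines, by a log2 difference of 1.55 in Smoecko (4 of 4 mutants above all controls, two-sided exact permutation p = 0.0286, adjusted over 10 tests 0.0816) and 1.53 in ShhP1 (4 of 4 mutants, exact permutation p = 0.0571, the smallest this design allows, adjusted 0.0816). The score of 7 epithelial marker genes was lower, by -0.49 and -0.22 (4 of 4 mutants below all controls in each line, exact permutation p = 0.0286 and 0.0571, adjusted 0.0816 for both). Endothelial and erythroid scores were higher in ShhP1 mutants by 2.31 and 1.88 (4 of 4 mutants above all controls, exact permutation p = 0.0571 each, adjusted 0.0816) and not detectably different in Smoecko (exact permutation p = 0.8 and 0.914). With these numbers of libraries no adjusted p over the 10 tests could fall under 0.05, so the scores could not pass even where all mutants lay on one side of all controls. The macrophage list was not used further, since 2 of its 7 genes were tested in Smoecko, and the erythroid list holds near-identical globin genes whose counts are uncertain. If the libraries differ in how much of these tissues they hold, genes higher in both should follow the scores within groups as well. The median correlation of 195 such genes with the combined mesenchymal, endothelial and erythroid score, after removing group means, was 0.74 in Smoecko libraries and 0.75 in ShhP1 libraries, at percentile 100 of 10000 random lists of matched expression in both. Among Smoecko mutants each of these scores was lowest in mutant 1, the shallowest library, and highest in mutant 4, the deepest. Depth was therefore not set apart from tissue content there, whereas the ShhP1 libraries were of even depth. A larger share of mesenchyme in mutant libraries may thus account for part of the set higher in both, and a change in expression within cells cannot be told apart from it. For endothelium and blood this holds less, since their scores were not detectably higher in Smoecko mutants. For the 189 genes lower in Smoecko and higher in ShhP1, a drop through dilution would put the median in Smoecko libraries at percentile 5 or less. With the combined score it was at 24.95, but with the mesenchymal score alone it was at 0.74 (median r -0.11), so dilution by mesenchyme could account for part of the drop in Smoecko. In ShhP1 libraries these genes went against the combined score (median r -0.39, percentile 0 of the random lists), while they were higher in the mutants.

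Gas1 and Cdon were lower in ShhP1 mutants. If their expression follows the level of signalling in both directions, Gas1, Cdon and Boc should be higher in Smoecko mutants, and 2 of the 3 genes were, with Boc short of the threshold. That expression of the co-receptor genes follows signalling in both directions is a hypothesis that 2 of 3 genes leave open: Boc was higher as well but short of the threshold, at an edgeR adjusted p of 0.0664. A larger share of other tissue in the Smoecko mutant libraries would raise genes that follow the combined tissue score within groups, but the 92 genes higher in Smoecko and lower in ShhP1, Gas1 and Cdon among them, went against it there as a list (median r -0.43, and -0.15 with the mesenchymal score alone, at percentile 1.49). This gives no value for Gas1 or Cdon themselves.

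Foxa2, Nkx6-1, Olig1 and Olig2, genes of the ventral neural tube, were higher in ShhP1 mutants. Neural tube tissue carried along in the dissection would also raise genes of the dorsal and intermediate neural tube. In the fit without a filter on low counts, from which the values of this paragraph come, of 8 ventral genes 6 had more than 3 counts in some library, with a median log2 fold change of 2.80, and of 8 dorsal and intermediate genes, 4 had, with a median of 0.34. Of these, Sox1 was lower (edgeR adjusted p = 0.00487), and Pax3 and Irx3 had positive log2 fold changes of 0.42 and 0.26 that did not pass (edgeR adjusted p = 0.508 and 0.0724). Dbx1 had at most 9 counts in a mutant library and 0 in controls and did not pass either (edgeR adjusted p = 0.347). A rise of the dorsal and intermediate genes like that of the 4 ventral genes was thus not detected, but few of them had counts enough to show it. The ventral median rests on the 4 genes that prompted the question. Of the other ventral genes, Nkx2-2 had at most 1 count and Nkx2-9 at most 2 in each mutant library, Nkx6-2 had a log2 fold change of -0.01 (edgeR adjusted p = 0.979) and Sim1 did not pass (edgeR adjusted p = 0.313), so the list was not raised as a whole. Expression of Foxa2, Nkx6-1, Olig1 and Olig2 in response to Shh within the inner ear may be an explanation, as a hypothesis that cannot be told apart from neural tube tissue; a part of the ventral neural tube without the other genes was not tested.

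Some gene symbols in the tables had been turned into dates. For 19 transcript identifiers with a date in both tables, the dates were 1 day apart in 19 cases, which is consistent with different date systems in the spreadsheets behind the tables. As a result, 21 date-like names occur in both tables and all 21 name different genes there, so a join of the tables by name would pair unrelated genes.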
